A study of Homo sapiens with 18 samples. Its data were reported in "miRNA-211 maintains metabolic homeostasis in medulloblastoma through its target gene long-chain acyl-CoA synthetase 4" (2023).

How the data were processed

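RNA sequencing libraries were compared in 3 medulloblastoma cell lines, DAOY (SHH subgroup), D425 (Group 3) and CHLA01 (Group 4), each overexpressing miR-211 or carrying the vector alone (V/O). There were 18 libraries, 3 per group in 6 groups, and the groups were taken from the sample labels. The labels do not say whether the 3 libraries of a group came from separate cultures, so the replicates may be technical. P-values of single genes measure only the spread between these libraries. Tests of lists also compare genes with other genes. Tests of miR-211 sites compare genes with each other or rank orderings of the seed bases, as described below. The paper's abstract calls the miR-211 cells injected into mice monoclonal, and whether the sequenced cells were clones is not stated there. Differences between clones therefore cannot be told apart from those made by miR-211. An effect of miR-211 below means the difference between miR-211 and V/O cells of a line. The lines differed in culture medium, so differences between lines include those of medium and culture state.

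The authors deposited a table of raw counts per gene and library, made, by the labels, by aligning reads with STAR 2.4.2a to GRCh38.p13 after conversion with bcl2fastq 2.20 and counting with featureCounts 2.0.1. The paper names RSEM for quantification instead, and which tool made the table is not known. A second table of TPM values was also deposited by the authors. For the 9076 genes with at least 50 counts in every library, the ratio of count to TPM for a gene, scaled by library, differed by at most 1.1e-15 between libraries, so the TPM values were the counts divided by fixed gene lengths and rescaled. The count table was therefore the main input and TPM an alternative. It held 90517 entries, of which 63485 had a count in at least 1 library. By symbol, 39006 entries were matched to GENCODE release 44 and a further 387 by an older symbol. The 51124 unmatched entries held 1.17% of all counts and were kept in the tests of single genes.

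Library totals ran from 9661549 to 25373645 assigned counts. The smallest was D425 miR-211 library 3. In it MT-RNR1 and MT-RNR2 took 14.4% of the counts, against at most 0.423% in each of the other 17, and its normalization factor was 0.867 against 0.975 to 1.05 elsewhere. Over genes with at least 150 counts in the 3 libraries of a group, chi-squared per degree of freedom was 313 and 299 for the 2 pairs that included this library and 1.84 to 8.28 for the other 16. The floor was set at 3 counts, which is 0.311 CPM (counts scaled to library size) in the smallest library. Floors cover counting error only, and the intervals of odds ratios given below treat genes as independent.

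Each line was tested separately with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, libraries were scaled by TMM, dispersions and the quasi-likelihood model were fitted with the robust option, and miR-211 was compared with V/O by the quasi-likelihood F-test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. A second count used an adjusted p under 0.01 with at least a 1.25-fold change, the thresholds stated in the study's supplementary table of target genes. CPM values are means and SD over the 3 libraries of a group after TMM within the line, unless said to be scaled over all 18 libraries, and log2 fold changes are given with their SE. A model of all 18 libraries with 1 mean per group tested whether the miR-211 effect differed between lines, with 2 degrees of freedom. Genes called in the same direction in all 3 lines were counted among those tested in all 3 and set beside the number that the margins of the 3 lines give by independence.

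The 41 gene lists were written from general knowledge and covered metabolism, stress responses, cell growth, cell types and medulloblastoma subgroups, targets of miR-211 and the study's 3 targets. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on log2 CPM with a prior count of 2. Lists with fewer than 3 tested members were skipped, which left 41 in DAOY, 39 in D425 and 41 in CHLA01. Each list was also tested with camera at a correlation estimated from the residuals and with fry. Camera asks whether members changed more than other genes, while fry asks only whether they changed. Members were counted by their adjusted p over all genes and, where stated, adjusted over the list alone. Differences of a list between 2 lines were tested with camera on the contrast of their effects. CTGF and RIGI were used under the names CCN2 and DDX58. RNA18S5, RNA28S5, RNA45S5 and RNA5-8S5 had no entry in the table.

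The mature miR-211-5p sequence UUCCCUUUGUCAUCCUUCGCCU gave the seed match AAAGGGAA as the 8mer site. Sites were sought in the annotated 3' UTR of 18923 genes. Log2 fold change was regressed on the presence of an 8mer with log2 UTR length and GC content as covariates. The coefficient was ranked among those of all 35 orderings of the same bases, so 0.0286 is the smallest p this test can give. Not all orderings are free of miR-211 sites. AAAAGGG followed by A contains the shorter miR-211 match AAAGGGA, and AAGGGAA is itself a shorter miR-211 match. Sites among genes lower in all lines were compared by Fisher's exact test, with 95% intervals of the odds ratio, and by a logistic model with the same covariates, ranked in the same way; both were added after the data were seen.

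Named genes followed a rule fixed in advance: MIR211, its host TRPM1 and the 3 study targets; in each line the 8 protein-coding genes per direction with the largest change among called genes with a mean of at least 10 CPM and groups that did not overlap; up to 4 members with the smallest adjusted p of each list described; of genes called in the same direction in all 3 lines, 10 per direction with the largest smallest change; and the 6 genes with the smallest interaction p and at least 10 CPM. Some genes that the rule selects are not reported. Any other gene named was chosen after its values were seen. Chromosome medians, alternative contigs and windows shared between genes were also examined after the values were seen.

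Alternatives were DESeq2 1.42.0 with its own size factors, also at the study's thresholds, RLE and upper-quartile factors, a filter of 1 CPM in 3 libraries, no filter, protein-coding genes alone, limma-trend on log2(TPM + 1), log2(TPM + 0.1) and TPM without a filter, a fit of all 18 libraries, a likelihood ratio test of the interaction, any 7mer or 8mer in place of the 8mer, the shortest 3' UTR in place of the longest, genes of at least 10 CPM, a block for replicate number, and leaving out each library in turn. The comparisons, main choices, gene lists, named-gene rule and these alternatives were chosen before the data were examined. Added after was a set of genes without shared windows, overlaps or alternative contigs, called genes without shared sequence. For it, 1 in 16 windows of 75 transcript bases was sampled. Exons that overlapped exons of another gene were recorded with bedtools 2.31.1. A gene was kept if it had no window found in another gene's transcripts, no such overlap and no covering alternative contig. Only the comparison of the size of change used another cut. There a gene counted as sharing if at least 10% of its windows also occurred in a transcript of another gene. Alternative contigs of the assembly were aligned to their chromosome with minimap2 2.31-r1302, and a gene counted as covered if alignments of at least 10000 bases spanned 50% of it. Also added was the TPM test of D425 without miR-211 library 3.

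The pipeline was tested on simulated data made from the V/O and miR-211 counts with 200 genes of at least 10 CPM changed by 1.25 to 4-fold. The test of single genes recovered 84% to 100% of them at each size of change, with 8.33%, 9.48% and 4.81% false among the calls of DAOY, D425 and CHLA01. These genes were raised and lowered alike, without shifts of chromosomes, while 33.2% to 50.7% of genes were called in the real lines. The false shares therefore do not carry over to the real calls. A raised list was found and 0 of 20 random lists were called by camera. Simulated genes varied independently, so this cannot show how often camera calls lists whose members vary together. Other splits of the real libraries called up to 15 lists in DAOY, 5 in D425 and 13 in CHLA01. The interaction test recovered 97.3% of genes changed at least 2-fold with 3.48% false. Tables were made with pandas 2.3.3 and numpy 2.4.6 and figures with matplotlib 3.10.9 in Python 3.11.15. Raw reads, metabolite measurements, reporter assays and tumour measurements were not used here.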

Results

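RNA of miR-211-overexpressing and vector-only (V/O) cells was compared in DAOY, D425 and CHLA01, with 3 libraries per group. ACSL4, which activates long-chain polyunsaturated fatty acids, RAB22A, a GTPase of endosomes, and SERINC3, a transmembrane protein, were lower in miR-211 cells of all 3 lines. The effect of miR-211 differed between lines for 11475 of 25710 genes. By camera at the preset correlation, the ATF4 and unfolded protein response list was lower in DAOY miR-211 cells and higher in those of D425 and, with a median of 0.05, of CHLA01. None of these calls held with an estimated correlation (adjusted p = 0.121, adjusted p = 0.246 and adjusted p = 0.348 with an estimated correlation).

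ACSL4 (chromosome X, 109624244 to 109733403, minus strand) went from 215 ± 6.10 CPM in V/O to 142 ± 3.98 in miR-211 cells of DAOY, 1.51-fold lower. It went from 155 ± 8.61 to 122 ± 7.56 in D425, 1.28-fold lower, and from 197 ± 16.2 to 129 ± 1.54 in CHLA01, 1.53-fold lower. RAB22A (chromosome 20, 58309715 to 58367507, plus strand) was 1.40-fold lower in DAOY and 1.41-fold in CHLA01, and went from 41.5 ± 1.51 to 27.7 ± 1.55 CPM in D425. SERINC3 (chromosome 20, 44496221 to 44522085, minus strand) went from 166 ± 4.41 to 70.1 ± 3.14 CPM in D425, 2.38-fold lower, and was 1.52-fold lower in DAOY and 1.67-fold lower in CHLA01. All 3 V/O libraries lay above all 3 miR-211 libraries for each of these genes in each line.

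In the order DAOY, D425, CHLA01, the log2 fold changes of ACSL4 were -0.59 ± 0.04, -0.36 ± 0.06 and -0.61 ± 0.05 (adjusted p = 2.8e-17, 1.7e-05 and 7.5e-19), those of RAB22A -0.49 ± 0.05, -0.58 ± 0.07 and -0.50 ± 0.06 (6.3e-12, 7.7e-08 and 6.1e-10) and those of SERINC3 -0.60 ± 0.04, -1.25 ± 0.06 and -0.74 ± 0.05 (9.1e-18, 5.0e-16 and 2.4e-23). The change differed between the lines for SERINC3 (interaction, adjusted p = 2.5e-14) and ACSL4 (0.0184), and no difference was detected for RAB22A (0.445). As a list, the 3 genes were lower in DAOY (median -0.59, adjusted p = 0.00146, adjusted p = 0.204 with an estimated correlation), D425 (-0.58, 0.00415, adjusted p = 0.465 with an estimated correlation) and CHLA01 (-0.61, 1.2e-05, adjusted p = 0.125 with an estimated correlation). The list was taken from the study itself, so it is not independent evidence. RAB22A and SERINC3 lie on chromosome 20, whose expressed genes had a median log2 fold change of -0.44 in D425. Relative to the median of its own chromosome the change in D425 was -0.14 for RAB22A, -0.82 for SERINC3 and -0.51 for ACSL4. In DAOY and CHLA01 these relative changes were -0.46 and -0.44 for RAB22A, -0.58 and -0.68 for SERINC3 and -0.55 and -0.54 for ACSL4. On this scale ACSL4 hardly differed between lines, which was not tested. In D425 the calls of ACSL4 and RAB22A were lost with log2(TPM + 1), at adjusted p = 0.108 and 0.0565.

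**Figure D1:**
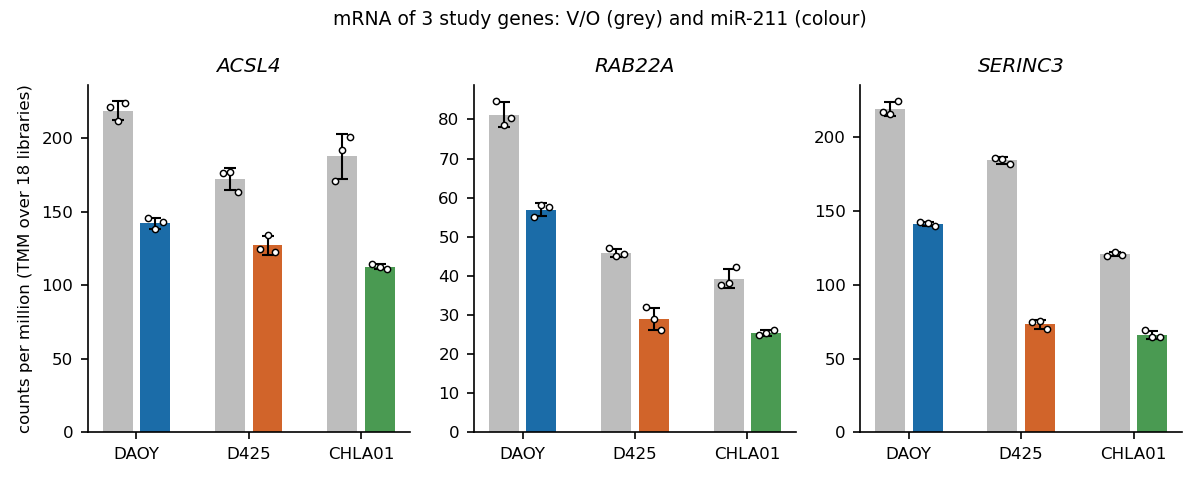
Level of ACSL4, RAB22A and SERINC3 in CPM scaled over all 18 libraries, with V/O in grey and miR-211 in colour for each line. Bars are means with SD and points are the 3 libraries of a group; SERINC3 in D425 had the largest change, -1.25 on the log2 scale.

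The 3' UTR of ACSL4 held 8mer matches of the miR-211-5p seed at bases 663 to 670 (chromosome X, 109643359 to 109643366) and 1153 to 1160 (109642869 to 109642876) and a 7mer match at 1561 to 1567. RAB22A held 8mers at bases 328 to 335 (chromosome 20, 58360031 to 58360038) and 3241 to 3248 (58362944 to 58362951), and SERINC3 held 1 at 220 to 227 (44500069 to 44500076). MIR211 (chromosome 15, 31065032 to 31065141, minus strand) had 0 counts in all 18 libraries, so its overexpression could not be measured here. Its host gene TRPM1 had 2 counts over all DAOY libraries, did not pass in CHLA01 (0.885 to 1.00 CPM, adjusted p = 0.727) and fell in D425 from 2.50 ± 0.358 to 1.26 ± 0.253 CPM (log2 fold change -1.07 ± 0.22, adjusted p = 2.3e-04; interaction, adjusted p = 0.0076).

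In DAOY the cytokine genes IL6, IL1B, IL1A and CXCL8 were among the 8 largest decreases. IL6 went from 155 ± 2.58 to 2.66 ± 0.327 CPM (log2 fold change -5.87 ± 0.07), IL1B from 39.8 ± 0.926 to 0.790 ± 0.168 (-5.64 ± 0.12), IL1A from 75.7 ± 2.52 to 5.67 ± 0.373 (-3.74 ± 0.07) and CXCL8 from 908 ± 3.64 to 71.8 ± 1.15 (-3.66 ± 0.04). STK31 went from 530.4 ± 8.65 to 1.71 ± 0.250 CPM (-8.27 ± 0.07), and ESM1 (-4.00) and FAT3 (-3.68) also fell. NLGN4X, an adhesion gene of synapses, had 24.3 ± 1.05 CPM in V/O and no count in miR-211 cells, at least 511-fold lower against a floor of 3 counts over the group. The axonal adhesion and guidance genes CNTN1 (0.610 ± 0.0856 to 31.7 ± 1.78 CPM, 5.68 ± 0.14) and SEMA5A (1.38 ± 0.179 to 38.4 ± 0.844, 4.80 ± 0.11) rose, as did BMP5 (4.76 ± 0.14), UAP1L1 (17.3 ± 1.72 to 417 ± 16.9, 4.60 ± 0.05), CUBN (2.69 ± 0.10), MFAP4 (2.68 ± 0.10), FILIP1L (38.6 ± 0.555 to 220.0 ± 2.68, 2.51 ± 0.04) and CDH6 (2.28 ± 0.09). Adjusted p was 1.7e-24 or smaller for each of these genes, with CDH6 the largest.

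The ATF4 and unfolded protein response list fell in DAOY, with 22 of 27 members lower, 2 higher and 3 not called. GDF15 (-2.40 ± 0.05), STC2 (-1.70 ± 0.04), DDIT4 (-1.60 ± 0.04) and XBP1 (-1.17 ± 0.04) had the smallest p. The list's median was -0.70 (adjusted p = 1.3e-14, adjusted p = 0.121 with an estimated correlation). Adjusted over the list alone, 23 members were lower and 2 higher. Amino acid transporters fell too, 18 of 23 lower and 3 higher (median -0.46, adjusted p = 5.6e-07, adjusted p = 0.121 with an estimated correlation), among them SLC7A5 (288 ± 5.92 to 157 ± 7.08 CPM), SLC3A2 (252 ± 5.28 to 150.2 ± 3.48), SLC38A1 and SLC7A1. Of 34 glutathione and NRF2 genes, 24 were lower and 7 higher (-0.23, adjusted p = 8.4e-05, adjusted p = 0.406 with an estimated correlation), with TXNRD1 at -0.93, NQO1 at -1.04, TALDO1 at -0.89 and GCLM at -0.67. In the ferroptosis and lipid peroxidation list 12 of 17 were lower and 3 higher (-0.59, adjusted p = 8.2e-06, adjusted p = 0.121 with an estimated correlation), including PTGS2 (-3.19 ± 0.04), TFRC (-1.06 ± 0.03), CHAC1 (-1.15 ± 0.06) and ACSL4. Among genes without shared sequence the ferroptosis list was not called (adjusted p = 0.300).

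Camera called further lists lower in DAOY at the preset correlation. MYC and its targets were lower in 16 of 28 and higher in 4 (median -0.19, adjusted p = 0.00282, adjusted p = 0.472 with an estimated correlation), with ODC1 at -0.88 and POLR1B at -0.56. Glycolysis genes were lower in 16 of 27 and higher in 3, SLC2A1 at -0.69 and PFKL at 0.67. The median was -0.17 (adjusted p = 0.00306, adjusted p = 0.444 with an estimated correlation, 0.821 without shared sequence). Extracellular matrix and invasion genes went both ways: 19 of 34 were lower, such as THBS1 (1081 ± 20.3 to 202 ± 3.02 CPM) and PLAU (-1.78), and 10 were higher, with COL3A1 from 168 ± 5.60 to 507 ± 10.6. Their median was -0.19 (adjusted p = 0.0137, adjusted p = 0.444 with an estimated correlation, 0.215 without shared sequence). Immediate early and stress genes were lower in 13 of 24 and higher in 6, FOSL1 at -1.74, ATF3 at -1.32 and DUSP6 at -1.23. Members had a median of -0.27 (adjusted p = 0.0137, adjusted p = 0.504 with an estimated correlation). Cholesterol synthesis was lower in 13 of 23 and higher in 3, SC5D at -0.56 (-0.19, adjusted p = 0.00564, adjusted p = 0.437 with an estimated correlation), and replication-dependent histones were lower in 14 of 28 and higher in 3, H4C4 at -1.42 and H1-3 at -0.80. For histones the median was -0.13 (adjusted p = 0.00276, adjusted p = 0.574 with an estimated correlation).

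Of 34 apoptosis regulators in DAOY, 19 were lower, such as PMAIP1 (176 ± 3.58 to 91.2 ± 2.62 CPM), BCL2A1 (-2.42 ± 0.10) and TNFRSF10B (-0.78 ± 0.04), and 5 higher, such as FAS (1.33 ± 0.07; median -0.26, adjusted p = 9.0e-04, adjusted p = 0.121 with an estimated correlation). Targets of miR-211 or miR-204 from the literature were lower in 25 of 35, with NUAK1 (-0.72), EDEM1 (-0.70), TGFBR2 (-0.74) and EZR (-0.44), and higher in 5. As a list, their median was -0.32 (adjusted p = 1.2e-04, adjusted p = 0.121 with an estimated correlation). Cytosolic ribosomal proteins rose slightly, 36 of 53 higher and 3 lower, RPL28 by 0.64 and RPL13 by 0.53. The median was 0.16 (adjusted p = 5.6e-07, adjusted p = 0.564 with an estimated correlation, 0.221 without shared sequence). HLA and antigen presentation genes were higher in 9 of 19 and lower in 0 at an adjusted p under 0.05 in edgeR, with HLA-B rising by 0.59 on the log2 scale. Their median was 0.18 (adjusted p = 0.0282, adjusted p = 0.444 with an estimated correlation). All 64 expressed genes at 28 to 34 Mb of chromosome 6, where HLA genes lie, also had a median of 0.18 in DAOY, with 36 higher.

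In total 5017 genes were higher and 4926 lower in DAOY miR-211 cells of 19617 tested (50.7%), with a median size of 0.41 on the log2 scale among called genes. The groups did not overlap for 55.9% of genes, where chance gives 10%. At least 2-fold were 855 higher and 636 lower, and at the study's thresholds 2839 and 2516. Of the 41 lists camera called 15, 2 higher and 13 lower. With an estimated correlation it called 0, 6 having an unadjusted p under 0.05, and fry called 29. Another split of the DAOY libraries, which mixed miR-211 and V/O and called 0 genes, also gave 15 lists by camera at the preset correlation.

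**Figure D2:**
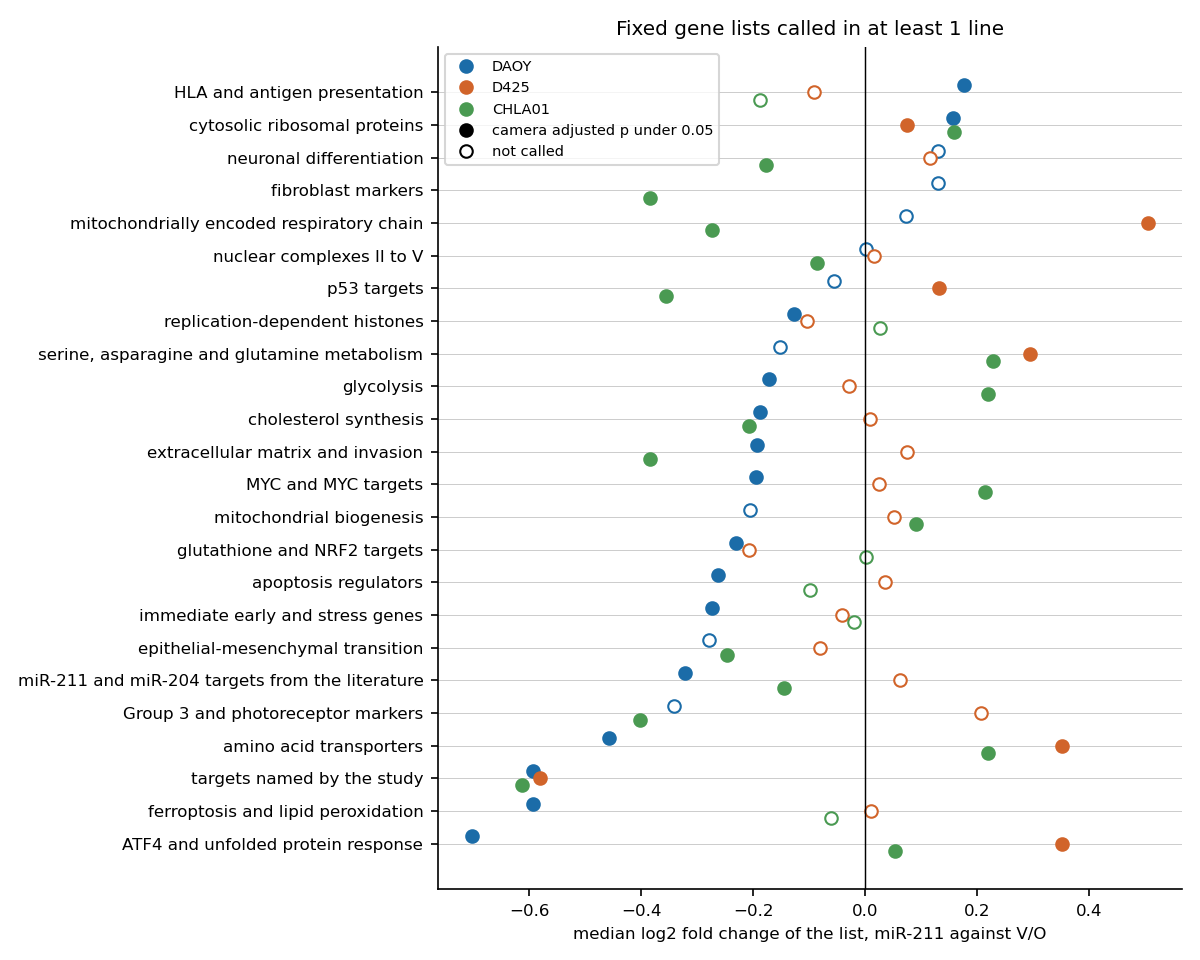
Median log2 fold change, miR-211 against V/O, of each list called in at least 1 line. Points are lists, coloured by line and filled where called by camera at the preset correlation; the ATF4 list lay at -0.70 in DAOY, 0.35 in D425 and 0.05 in CHLA01.

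In D425 the ATF4 list went the other way. CHAC1, which degrades glutathione, went from 2.65 ± 0.531 to 37.0 ± 0.403 CPM (log2 fold change 3.80 ± 0.10), ATF4 from 355 ± 3.96 to 782 ± 52.2 (1.14 ± 0.06), DDIT4 from 11.6 ± 1.14 to 41.7 ± 1.45 (1.84 ± 0.08) and ATF3 from 7.29 ± 0.612 to 21.4 ± 0.536 (1.55 ± 0.09). Of 25 members 15 were higher and 2 lower (16 and 2 adjusted over the list alone; median 0.35, adjusted p = 1.9e-05, adjusted p = 0.246 with an estimated correlation). Of the ATF4 list HERPUD1 (0.96) and XBP1 (0.67) also rose, while HSPA5 (0.06), CALR (-0.04) and MANF (-0.01) were not called. Its 2 lower members were PDIA4 (-0.33) and HSP90B1 (-0.28). Amino acid transporters were higher in 13 of 20 and lower in 4. Members had a median of 0.35 (adjusted p = 0.00415, adjusted p = 0.306 with an estimated correlation). SLC7A11, the cystine importer, went from 20.0 ± 1.52 to 102 ± 7.32 CPM, SLC7A5 rose by 1.11 on the log2 scale, and SLC1A4 (1.58) and SLC3A2 (0.67) rose as well. In serine, asparagine and glutamine metabolism 16 of 29 were higher and 5 lower, with PSAT1 from 45.8 ± 3.27 to 132 ± 3.48, BCAT1 at 1.10 and GAD1 at -1.66. The list median was 0.29 (adjusted p = 0.00513, adjusted p = 0.920 with an estimated correlation).

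The largest increases in D425 were SOHLH1 (0.856 ± 0.134 to 26.7 ± 2.31 CPM, 4.96 ± 0.13) and HSD17B2 (2.67 ± 0.299 to 51.8 ± 4.33, 4.29 ± 0.10), followed by CHAC1, NAT8L (3.69 ± 0.08), KITLG (3.37 ± 0.10), TP63 (3.19 ± 0.10), CCDC80 (3.03 ± 0.09) and SAMSN1 (2.73 ± 0.08). KIF1A, a kinesin of axonal transport, went from 91.7 ± 10.5 to 1.24 ± 0.825 CPM (-6.15 ± 0.29) and CRABP2, which binds retinoic acid, from 159 ± 14.5 to 23.6 ± 0.680 (-2.74 ± 0.07). C14orf132 (-3.45 ± 0.10), KIAA1755 (-3.11 ± 0.11), APLP1 (-2.74 ± 0.13), VANGL2 (-2.58 ± 0.12), BLACAT1 (-2.39 ± 0.10) and RHOBTB1 (-2.17 ± 0.07) fell. Adjusted p was 1.7e-05 for KIF1A and 2.3e-15 or smaller for the others.

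Smaller shifts of lists in D425 depended on single libraries. p53 targets were higher in 8 of 21 and lower in 1, TP53INP1 at 0.91, SESN2 at 2.07, DDB2 at 0.75 and MDM2 at 0.39 (9 and 1 adjusted over the list alone; median 0.13, adjusted p = 0.0419, adjusted p = 0.465 with an estimated correlation, 0.357 without shared sequence). The p53 call was lost without V/O library 3 (0.0662) or miR-211 library 2 (0.0505) or 3 (0.0865). Mitochondrially encoded genes of the respiratory chain were higher in 3 of 13, MT-ND3 (215 ± 7.47 to 279 ± 15.2 CPM), MT-CO3 (3784 ± 217 to 5014 ± 563) and MT-CO2 (2292 ± 251 to 2800.2 ± 216), with 0 lower in edgeR. As a list, their median was 0.51 (adjusted p = 0.0287, adjusted p = 0.956 with an estimated correlation, 0.106 with fry and 0.450 without shared sequence). Without miR-211 library 3, where MT-RNR1 and MT-RNR2 took 14.4% of counts, the adjusted p was 0.305, and without V/O library 2 it was 0.0853. Cytosolic ribosomal proteins were higher in 20 of 53 and lower in 1, RPL8 at 0.57. The median was 0.07 (adjusted p = 0.0143, adjusted p = 0.960 with an estimated correlation, 0.107 with fry, 0.509 without shared sequence and 0.328 without miR-211 library 2).

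In D425, 3925 genes were higher and 3652 lower of 17832 tested (42.5%), with a median size of 0.43 among called genes and groups that did not overlap for 50.4% of genes, where chance gives 10%. At least 2-fold were 705 and 471, and at the study's thresholds 2191 and 1987. Camera called 7 of 39 lists, 6 higher and 1 lower; with an estimated correlation it called 0, 4 having an unadjusted p under 0.05, and fry called 15. With log2(TPM + 1) 314 genes were higher and 675 lower, and 1979 and 2665 when miR-211 library 3 was also left out.

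Whole chromosomes were shifted in D425. Among genes with a mean of at least 10 CPM, 93.3% of the 253 on chromosome 20 lay below 0 (median -0.44), and 90.7% of those on chromosome 8 lay above 0 (median 0.39). Chromosome 22 had a median of 0.24, chromosome 3 of 0.19, chromosome 15 of 0.16 and X of 0.15. In DAOY 85.3% of 102 genes on chromosome 21 lay above 0 (median 0.36), and the 154 genes at 95 to 160 Mb of chromosome 2 had a median of -0.45. Chromosome medians in CHLA01 were within 0.08 of 0.

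**Figure D3:**
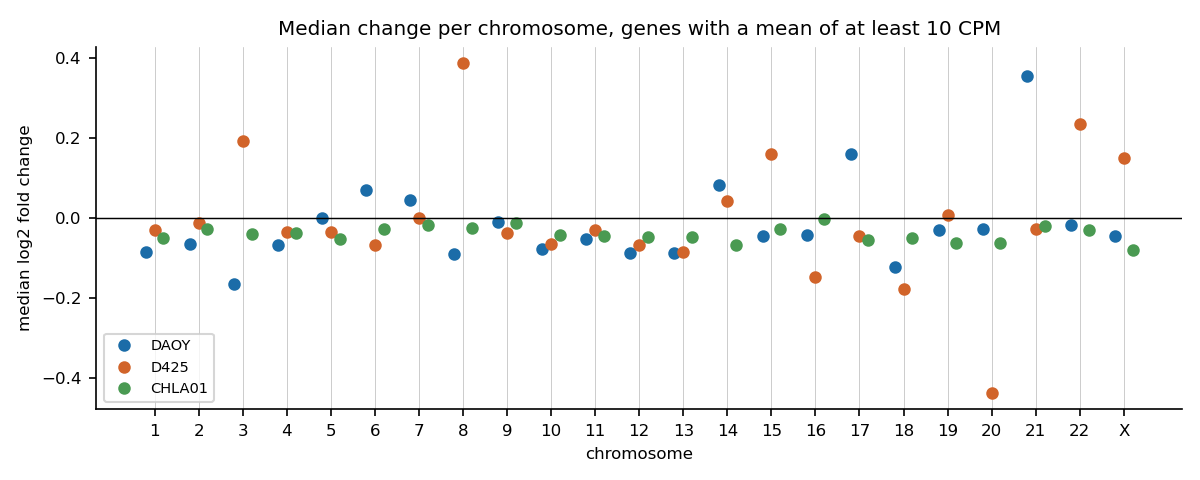
Median log2 fold change, miR-211 against V/O, of genes with a mean of at least 10 CPM on each chromosome. Points are chromosomes coloured by line; chromosome 20 lay at -0.44 and chromosome 8 at 0.39 in D425, and chromosome 21 at 0.36 in DAOY.

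In CHLA01, p53 targets fell, with 19 of 24 members lower, 1 higher and 4 not called. CDKN1A went from 176 ± 9.33 to 99.2 ± 3.12 CPM (log2 fold change -0.83 ± 0.05), TP53INP1 from 66.9 ± 2.41 to 40.3 ± 2.12 (-0.73 ± 0.06) and DDB2 from 149 ± 7.30 to 103 ± 2.84 (-0.53 ± 0.05), while SESN2 rose from 5.77 ± 0.913 to 18.4 ± 0.505 (1.67 ± 0.10). The list's median was -0.36 (adjusted p = 2.0e-09, adjusted p = 0.114 with an estimated correlation). MYC and its targets rose, 20 of 29 higher and 2 lower, among them FBL (0.74 ± 0.05), EIF4E (0.85 ± 0.05) and NPM1 (2177 ± 31.9 to 3302 ± 127; median 0.21, adjusted p = 1.9e-08, adjusted p = 0.185 with an estimated correlation). Serine, asparagine and glutamine metabolism was higher in 19 of 30 and lower in 3, with PSAT1 from 106 ± 1.43 to 183 ± 8.38, BCAT1 at 0.70, CBS at 1.09 and SHMT1 at 1.12. Their median was 0.23 (adjusted p = 3.4e-07, adjusted p = 0.114 with an estimated correlation). Amino acid transporters were higher in 12 of 23 and lower in 4, SLC7A5 at 0.72, SLC3A2 at 0.53 and SLC7A11 at 1.79. Members had a median of 0.22 (adjusted p = 0.00245, adjusted p = 0.252 with an estimated correlation). In the ATF4 list 12 of 25 were higher and 4 lower (12 and 7 adjusted over the list alone), ATF4 at 0.72, CHAC1 at 0.88 and DDIT4 at 0.65. The list median was 0.05 (adjusted p = 0.00921, adjusted p = 0.348 with an estimated correlation).

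Camera called further lists lower in CHLA01 at the preset correlation. Of 12 Group 3 and photoreceptor markers 8 were lower and 2 higher, with the transcription factor CRX from 253 ± 6.73 to 167 ± 3.28 CPM, PDE6H at -0.94 and AIPL1 at -0.40. As a list, their median was -0.40 (adjusted p = 1.7e-04, adjusted p = 0.125 with an estimated correlation). Neuronal differentiation genes were lower in 16 of 27, CNTN2 at -0.49, and higher in 2, NHLH1 at 0.49. The median was -0.18 (adjusted p = 7.7e-04, adjusted p = 0.265 with an estimated correlation, 0.0675 without shared sequence). Extracellular matrix genes were lower in 13 of 24, COL5A1 at -0.58, SPARC at -0.54 and COL6A2 at -0.89, and higher in 5, ITGB1 at 0.46. Their median was -0.39 (adjusted p = 0.00128, adjusted p = 0.271 with an estimated correlation, 0.131 without shared sequence). Epithelial-mesenchymal transition genes were lower in 7 of 12 and higher in 0 in edgeR (-0.25, adjusted p = 0.00921, adjusted p = 0.252 with an estimated correlation, 0.522 without shared sequence), and of 4 fibroblast markers 3 were lower, PDGFRA at -0.62, and 1 higher, THY1 at 0.86. The fibroblast markers had a median of -0.39 (adjusted p = 0.0242, adjusted p = 0.334 with an estimated correlation). Literature targets of miR-211 or miR-204 were lower in 12 of 32, CDC25B at -0.37 and EZR at -0.29, and higher in 1. The list median was -0.14 (adjusted p = 0.00245, adjusted p = 0.202 with an estimated correlation, 0.125 without shared sequence). In D425 the same list had 6 of 30 higher and 7 lower, with a median of 0.06 (camera, adjusted p = 0.946), and it differed between DAOY and D425 (adjusted p = 0.0235, adjusted p = 0.215 with an estimated correlation). Cholesterol synthesis was lower in 12 of 23 and higher in 3, FDPS at -0.55 and FDFT1 at 0.58. As a list, their median was -0.21 (adjusted p = 0.0152, adjusted p = 0.379 with an estimated correlation, 0.160 without shared sequence).

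Among the largest single changes in CHLA01 were H3-3A, RPS10 and NDUFA13, whose levels in its miR-211 libraries stood apart from all other groups. H3-3A went from 26.7 ± 1.09 to 386 ± 14.9 CPM (3.85 ± 0.05), and RPL39 (3.28 ± 0.05), RPL41 (2.41 ± 0.07), KIAA1143 (2.19 ± 0.11), LSM12 (2.16 ± 0.08), RPL23A (2.14 ± 0.06), CBWD5 (2.14 ± 0.11) and NOMO1 (2.14 ± 0.08) were higher. RPS10 went from 85.0 ± 1.18 to 5.80 ± 0.554 CPM (-3.87 ± 0.08), and NDUFA13 (-3.62 ± 0.10), TUBA1C (-3.33 ± 0.09), RPL26 (-2.90 ± 0.09), RPL27 (327 ± 12.1 to 81.7 ± 1.59), VKORC1 (-1.73 ± 0.08), CAVIN1 (-1.66 ± 0.09) and ATP5ME (-1.44 ± 0.06) were lower. In the other 5 groups the mean level, scaled by TMM over all 18 libraries, was 9.24 to 25.5 CPM for H3-3A and 40.3 to 132 CPM for RPS10. Adjusted p was 3.7e-09 for RPL26 and 9.9e-18 or smaller for the others. Each of these increases shared windows with another gene, from a share of 0.041 for KIAA1143 to 0.719 for NOMO1. Of the decreases, RPL27, CAVIN1 and ATP5ME shared no window, and the others ran from 0.122 for RPL26 to 0.293 for VKORC1. Whether a difference in counting made these changes was not tested for single genes. Among genes without shared sequence, a set chosen after the data were seen, the largest increases were PCK2 (13.4 ± 0.375 to 43.1 ± 1.49 CPM, 1.68 ± 0.07), SESN2 and NEIL2 (1.56 ± 0.10), and decreases besides RPL27 and CAVIN1 included C7 (-1.17 ± 0.07), CCNA1 (-1.01 ± 0.08) and PDE6H.

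Several list calls in CHLA01 were lost or turned without genes of shared sequence or without single libraries. Glycolysis was higher in 15 of 26 and lower in 5, with LDHA from 249 ± 6.56 to 795 ± 31.9 CPM, PGAM1 at 1.61, SLC16A1 at 1.20 and TPI1 at 0.61. The median was 0.22 (adjusted p = 1.8e-05, adjusted p = 0.348 with an estimated correlation, 0.522 without shared sequence). Cytosolic ribosomal proteins were higher in 29 of 53 and lower in 7 (0.16, adjusted p = 3.4e-07, adjusted p = 0.526 with an estimated correlation) but lower as a list without shared sequence (0.0452). Nuclear genes of complexes II to V were lower in 16 of 38 and higher in 6 (-0.09, adjusted p = 0.00954, adjusted p = 0.644 with an estimated correlation), and the direction turned without shared sequence (0.161); the call was also lost without V/O library 1 (0.0593) or miR-211 library 3 (0.0706). Mitochondrial biogenesis was higher in 7 of 19 and lower in 1, SSBP1 at 0.50 (0.09, adjusted p = 0.0456, adjusted p = 0.265 with an estimated correlation, 0.117 without shared sequence), and the call was lost without V/O library 1 (0.0657), 2 (0.0576) or 3 (0.0524) or miR-211 library 1 (0.0891) or 2 (0.0648). Mitochondrially encoded genes were lower in 4 of 13 and higher in 3, MT-ATP8 at -0.34 and MT-CO1 at 0.19. Their median was -0.27 (adjusted p = 0.00889, adjusted p = 0.576 with an estimated correlation, 0.341 with fry and 0.0617 without V/O library 3).

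In CHLA01, 3341 genes were higher and 3440 lower of 20429 tested (33.2%), with a median size of 0.37 among called genes and no overlap of groups for 42.9%, where chance gives 10%. At least 2-fold were 730 and 231, and at the study's thresholds 1756 and 1211. Among genes with a mean of at least 10 CPM, 8.79% of 603 that shared windows changed over 2-fold, against 0.593% of 7083 without. In DAOY these shares were 2.27% and 3.31%, and in D425 1.10% and 2.25%. The CHLA01 miR-211 libraries may have been counted differently (see Other observations), so these totals may not all be effects of miR-211. Camera called 18 of 41 lists, 7 higher and 11 lower; with an estimated correlation it called 0, 8 having an unadjusted p under 0.05, and fry called 25. The number of higher genes was 1935 with DESeq2 and 2015 with log2(TPM + 1).

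Lipid lists other than cholesterol synthesis and, in DAOY, ferroptosis and lipid peroxidation were not called by camera in any line. Fry called fatty acid oxidation higher in DAOY (adjusted p = 0.00225; 10 of 25 higher and 4 lower) and lower in CHLA01 (0.00112; 1 of 23 higher and 8 lower). It also called fatty acid synthesis lower in DAOY (0.00779, with 5 of 16 higher and 5 lower), and elongation (0.00188) and acyl-CoA synthetases (0.00652) lower in CHLA01. Fry does not compare members with other genes, and it called 29 of 41 lists in DAOY and 25 of 41 in CHLA01. Its calls therefore do not show changes particular to lipid genes. For the 11 acyl-CoA synthetases tested in DAOY, 2 were higher and 2 lower (camera, adjusted p = 0.934), and the adjusted p was 0.797 in D425 and 0.107 in CHLA01, where 2 of 10 were lower and 0 higher in edgeR. Fatty acid oxidation had camera adjusted p of 0.178, 0.858 and 0.0582 in DAOY, D425 and CHLA01, fatty acid synthesis 0.829, 0.692 and 0.328, and elongation and desaturation 0.986, 0.963 and 0.0896. Ferroptosis genes were not called in D425 (3 of 13 higher and 5 lower, 0.906) or CHLA01 (5 of 16 higher and 7 lower, 0.887). Proliferation genes went both ways in DAOY (10 of 35 higher and 12 lower, 0.937) and CHLA01 (10 of 35 higher and 20 lower, 0.0764) and were not called in D425 (0.789). SHH pathway genes were not called in DAOY (0.864; median 0.03, mean -0.00), where CCND1 fell by 1.68 on the log2 scale, and Group 4 markers were not called in CHLA01 (0.804). The leukocyte gene PTPRC stayed at or below 0.48 CPM, scaled over all 18 libraries, in every group.

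Some changes were shared by all lines. Of 14040 genes tested in all 3, 156 were higher in each, where independence gives 136 (1.15 times), and 244 lower, where it gives 169 (1.45 times). These 400 genes compare with 520 when the direction of DAOY is turned, 312 when that of D425 is turned and 347 for CHLA01. As 400 lies between these counts, the excess over independence does not by itself show that the lines changed in a common direction. UNC5D, a netrin receptor, rose by 2.27, 2.15 and 0.83 on the log2 scale in DAOY, D425 and CHLA01, and CLSTN3 (0.70, 1.01 and 0.80), CBS (0.51, 0.71 and 1.09) and the non-coding RNU12 (0.97, 0.49 and 0.47) also rose. CBS shared 0.364 of its windows with another gene and lies on chromosome 21, whose median was 0.36 in DAOY. UNC5D lies on chromosome 8, whose median was 0.39 in D425, and CLSTN3 overlaps another gene. After SERINC3, the largest shared decreases were WNT5B (-0.62, -0.94 and -0.59), FGFRL1 (-0.56, -0.69 and -0.56), TCEAL9 (-0.52, -0.72 and -0.71), the non-coding lnc-PLA2G1B-2 (-0.51, -1.02 and -0.56), RAB22A, RAB10 (-0.51, -0.49 and -0.49), IRF1 (-0.48, -0.92 and -0.52), C2orf76 (-0.55, -0.83 and -0.47) and PLEKHO2 (-0.42, -0.52 and -0.42). RAB10, a GTPase of membrane traffic with an 8mer site, went from 215 ± 2.72 to 151 ± 4.52 CPM in DAOY, from 226 ± 13.3 to 161 ± 7.96 in D425 and from 126 ± 7.77 to 89.9 ± 4.60 in CHLA01, and no difference between lines was detected (interaction, adjusted p = 0.931). The largest adjusted p of these named decreases in any line was 0.0416, that of IRF1 in CHLA01. At the study's thresholds 22 genes were higher and 23 lower in all 3 lines, where independence gives 17.6 and 11.5. With log2(TPM + 1) at the main threshold there were 2 and 37.

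Genes lower in all 3 lines more often held a miR-211 site. An 8mer was present in 55 of 240 with an annotated 3' UTR (22.9%) against 9.67% of 10851 others, an odds ratio of 2.78 (2.00 to 3.80; Fisher's exact p = 2.4e-09), and any 7mer or 8mer in 116 of 240 (48.3% against 30.4%, odds ratio 2.14, Fisher's exact p = 1.1e-08). For genes higher in all lines the share with an 8mer was 7 of 140 (odds ratio 0.473, 0.186 to 1.01, Fisher's exact p = 0.0465), and given UTR length and GC content the odds ratio was 0.563, ranked 7 (exact rank p = 0.2). Given UTR length and GC content the odds ratio of the 8mer was 2.30, the largest among 35 orderings (exact rank p = 0.0286, the smallest this can give). The next, at 1.78, was AAAAGGG, which followed by A contains the miR-211 match AAAGGGA, so it is not a control free of sites. The odds ratio of any site was 1.87 and ranked 2 (exact rank p = 0.0571). For any site the ordering AAAAGGG counts AAAGGGA itself, so this rank partly compares miR-211 sites with themselves. Chromosome 20 held 21 of the 242 placed genes (8.68% against 2.67%); without it 48 of 219 had an 8mer (odds ratio 2.61, 1.84 to 3.63, Fisher's exact p = 1.3e-07).

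**Figure D4:**
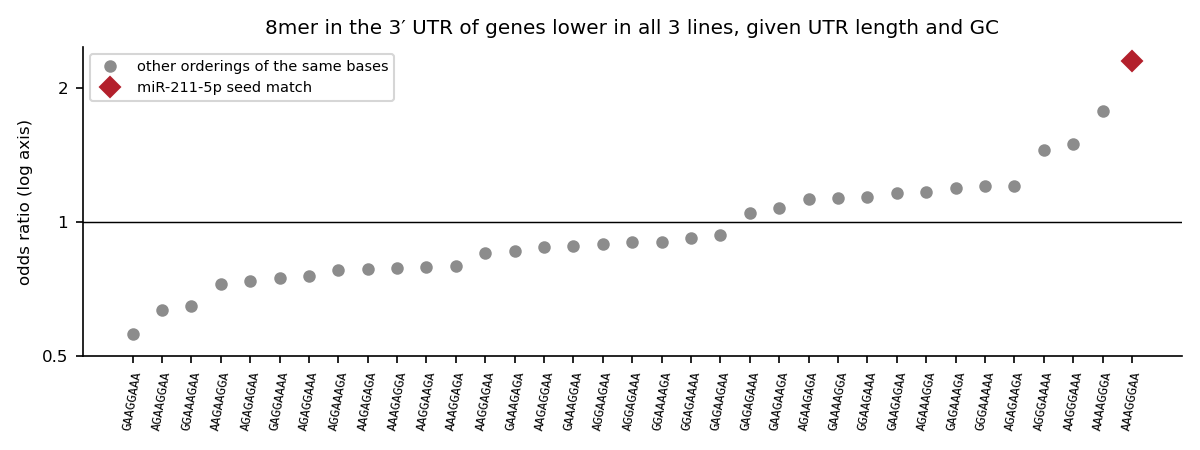
Odds ratio, on a log axis, of an 8mer in the 3' UTR of genes lower in all 3 lines, given UTR length and GC content. Points are the 35 orderings of the seed bases. The miR-211-5p match (red diamond) lay at 2.30. The next ordering, AAAAGGG at 1.78, itself contains the miR-211 match AAAGGGA when followed by A.

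Within lines the shift of genes with an 8mer was small. In DAOY the 1378 such genes had a median log2 fold change of -0.07 against 0.00, and 38.7% were lower against 30.1%. The coefficient was -0.044 with SE 0.018, the lowest of 35 orderings (exact rank p = 0.0286, the smallest this can give; others -0.039 to 0.041), while camera gave p = 0.101. The coefficient of any site in DAOY was -0.015 (exact rank p = 0.114), ranked among orderings some of which also count miR-211 sites. The rank p of the 8mer was 0.0571 without V/O library 2 or miR-211 library 1, and 0.343 without shared sequence. In CHLA01 the 1279 genes had a median of -0.08 against -0.04, 29.2% were lower against 22.4%, and the coefficient was -0.029, ranked 2 (exact rank p = 0.0571). Camera gave p = 0.0468 (adjusted p = 0.155; unadjusted p = 0.247 with an estimated correlation). No shift was detected for the 1196 genes of D425 (coefficient 0.0059, ranked 15, exact rank p = 0.429; camera p = 0.998).

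The effect of miR-211 differed between lines for 11475 of 25710 genes (44.6%), for 7791 between DAOY and D425, 7477 between DAOY and CHLA01 and 6598 between D425 and CHLA01. Across genes the fold changes of 2 lines were nearly unrelated (r from -0.05 to 0.06, genes not being independent replicates). STK31 had log2 fold changes of -8.27 in DAOY and 0.57 in D425, UAP1L1 4.60, -0.98 and 0.14 in DAOY, D425 and CHLA01, SAMD11 1.94, -2.07 and 0.26, CHAC1 -1.15, 3.80 and 0.88, and DDIT4 -1.60, 1.84 and 0.65. UAP1L1 and SAMD11 were not called in CHLA01. H3-3A at 0.25, -0.07 and 3.85 was also among the 6 smallest p.

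Of 123 differences of a list between 2 lines, camera called 24, and 1 with an estimated correlation. The ATF4 list differed between DAOY and D425 (camera, adjusted p = 3.8e-16, adjusted p = 0.0872 with an estimated correlation), between DAOY and CHLA01 (2.1e-12, adjusted p = 0.105 with an estimated correlation) and between D425 and CHLA01, being lower in CHLA01 (5.2e-06, adjusted p = 0.375 with an estimated correlation). Serine, asparagine and glutamine metabolism differed between DAOY and D425 (0.00286, adjusted p = 0.603 with an estimated correlation) and between DAOY and CHLA01 (4.6e-06, adjusted p = 0.444 with an estimated correlation). Amino acid transporters differed between DAOY and each other line (1.9e-08 and 8.4e-09, adjusted p = 0.0872 with an estimated correlation for each). p53 targets differed between D425 and CHLA01 (1.9e-08), also with an estimated correlation (0.0425). MYC targets and glycolysis differed between DAOY and CHLA01 (9.4e-09 and 9.4e-07, adjusted p = 0.388 and adjusted p = 0.215 with an estimated correlation), and mitochondrially encoded genes between D425 and CHLA01 (0.011, adjusted p = 0.603 with an estimated correlation).

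**Figure D5:**
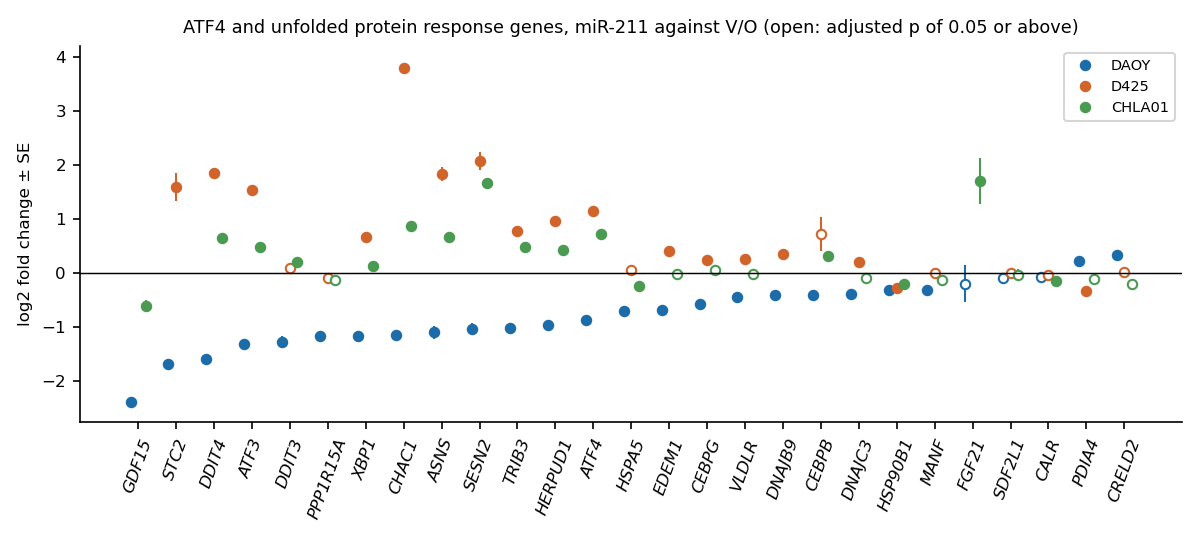
Log2 fold change with SE of the members of the ATF4 and unfolded protein response list, miR-211 against V/O, coloured by line and ordered by the change in DAOY. Points are genes, open where the adjusted p was 0.05 or above; CHAC1 lay at -1.15 in DAOY, 3.80 in D425 and 0.88 in CHLA01.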

Values the study reported

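The paper counted transcripts that were lower with miR-211: 2,346 in DAOY, 1,736 in D425 and 447 in CHLA01. It named 3 candidate targets, ACSL4, RAB22A and SERINC3. In the ACSL4 3′-UTR it gave 3 putative miR-211 sites, at NT 663–670, 1153–1160 and 1561–1567, and only the site at 1153–1160 mediated the reporter response. Early apoptosis with miR-211 was given as > 20% in D425 and DAOY. The paper also gave a 30-fold effect on tumour volume, and 41 metabolites of which 20 were upregulated in D425.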

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

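Results below differed between cell lines under the same contrast of miR-211 and V/O, by a test of the difference itself. The tests of library scaling, of chromosome 20 blocks and of GC content for the transporters, and the setting without shared sequence, were chosen only after the result was seen.

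The effect of miR-211 differed between the 3 lines for 11475 genes. Shuffling the labels within each line gave at most 4105 genes in the other 39 of 40 draws, so 1 draw, the real one, had as many. Other splits of a line called at most 1 gene, so draws that mix the arms give fewer genes whatever made the arms differ. The test shows that libraries of a group resemble each other and decides nothing about the cause. For the study's targets the difference passed for SERINC3 (adjusted p = 2.5e-14) and ACSL4 (0.0184). ACSL4 lies on chromosome X, whose median was 0.15 in D425. Relative to the median of its own chromosome ACSL4 changed by -0.55, -0.51 and -0.54 in DAOY, D425 and CHLA01, and RAB22A by -0.46, -0.14 and -0.44. These relative changes were not tested. TRPM1 differed with 0.00764, on few counts. The smallest p-values belonged to STK31 (8.1e-74), UAP1L1 (2.1e-69), SAMD11 (3.4e-61), H3-3A (1.7e-59), CHAC1 (8.5e-57) and DDIT4 (2.7e-56). H3-3A belongs to the genes that stood apart in the CHLA01 miR-211 libraries.

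Among lists, the ATF4 list differed between DAOY and D425 (camera, adjusted p = 3.8e-16) and between DAOY and CHLA01 (2.1e-12), and amino acid transporters between DAOY and D425 (1.9e-08) and DAOY and CHLA01 (8.4e-09). p53 targets differed between D425 and CHLA01 (1.9e-08), MYC targets (9.4e-09) and glycolysis (9.4e-07) between DAOY and CHLA01, and mitochondrially encoded genes between D425 and CHLA01 (0.011). With an estimated correlation only the p53 difference passed (0.0425). The p53 list in D425 was not called by camera without shared sequence (adjusted p = 0.357), V/O library 3 (0.0662) or miR-211 library 2 (0.0505) or 3 (0.0865). The p53 difference itself was not tested in these settings. Glycolysis was not called in CHLA01 without shared sequence, and the mitochondrial list in D425 was not called without miR-211 library 3 (0.305).

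The opposite direction of the ATF4 and amino acid transporter lists in DAOY and D425 was weighed against technical causes. Scaling of the libraries is argued against as the whole cause, since a factor per library moves all genes of a line alike. Relative to the median of all other genes, the ATF4 median was -0.72 (bootstrap SD 0.22) in DAOY and 0.33 (SD 0.23) in D425, a difference of 1.05 (SD 0.32). For the transporters the values were -0.47 (SD 0.11) and 0.33 (SD 0.14), a difference of 0.80 (SD 0.17). GC content and transcript length are argued against as the whole cause, since fold changes hardly followed them. A fit on both explained 0.249% of the variance in DAOY and 0.209% in D425 and left 1.00 times the ATF4 median in D425. It shifted single ATF4 members by at most 0.09 in DAOY and 0.05 in D425. Transporter medians went from -0.46 to -0.47 in DAOY and from 0.35 to 0.31 in D425. No medium, passage or culture record beyond the labels was used here, so culture state stays open and was not tested. A response to miR-211 that depends on the line was not tested either and stays open.

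Copy number that differs between the miR-211 and V/O cells of a line is a further candidate explanation of differences between lines. Windows of 50 neighbouring genes explained at most 14.5% of the variance of fold changes, in D425, so position and other causes cannot be told apart for single genes, as DNA was not measured here. In D425 the 10 consecutive blocks of expressed chromosome 20 genes all had negative medians, the nearest to 0 being -0.33, which is what a change of the whole chromosome would give. Seed sites in the genes of that chromosome are argued against as the cause, since its 167 genes with no 7mer or 8mer site had a median of -0.42 and the 77 with a site -0.45. SERINC3 and RAB22A lie there, so part of their decrease in D425 may come from the chromosome.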

How the results depend on the processing

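The settings of genes without shared windows, overlaps or alternative contigs, and TPM without D425 miR-211 library 3, were chosen after the data were seen. Values are higher and lower genes unless stated. Genes without shared sequence gave 2006 and 2033 in DAOY, 1538 and 1444 in D425 and 1005 and 1027 in CHLA01, 59 and 68 in all 3 lines, and 4317 in the interaction. The share called was 60.2%, 51.6% and 35.1% of these genes and 45.9%, 38.3% and 32.4% of the others, so the lower counts per line come from fewer genes. The study's thresholds in edgeR gave 2839 and 2516, 2191 and 1987, and 1756 and 1211, and 22 and 23 in all lines, being stricter by construction. In DESeq2 they gave 2103 and 2235 in DAOY, 1630 and 1798 in D425 and 1100 and 920 in CHLA01. D425 gave 314 and 675 with log2(TPM + 1), 241 and 493 with log2(TPM + 0.1) and 59 and 95 without a filter, and 1979 higher with log2(TPM + 1) and without its miR-211 replicate 3. CHLA01 higher was 1935 with DESeq2 and 2015, 1903 and 1524 in the 3 TPM settings. Higher in all lines were 72 with DESeq2, 87 without a filter and 2, 0 and 0 with TPM, and lower 37, 24 and 2 with TPM. Against the 0 of limma-trend stand the 156 of edgeR. Apart from thresholds, the genes tested and, for TPM in D425, miR-211 library 3, the cause was not tested.

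Lists called fell to 0 in each line with an estimated correlation (unadjusted p under 0.05 for 6, 4 and 8); fry called 29 in DAOY and 15 in D425, and genes without shared sequence left 3 in D425 and 8 in CHLA01. Directions reversed without shared sequence for 2 CHLA01 lists, complexes II to V (adjusted p = 0.161) and ribosomal proteins (0.0452). The rank p of the 8mer coefficient in DAOY was above 0.05 with any site (-0.0152), at 10 CPM or more (-0.029), without shared sequence (-0.013) and with the shortest 3' UTR, where the coefficient was larger in size (-0.104, exact rank p = 0.0571). In CHLA01 it passed at 10 CPM or more (-0.034) and with the shortest 3' UTR (-0.058). Camera of CHLA01 8mer genes was weaker with any site (0.0518), an estimated correlation (0.247) and without shared sequence (0.108).

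Leaving out each library in turn gave 4523 to 4819 higher and 4441 to 4823 lower in DAOY, 3291 to 3657 and 3047 to 3643 in D425, 2777 to 3645 and 2732 to 4003 in CHLA01, 124 to 159 and 187 to 288 in all lines, and 10895 to 11524 in the interaction. Lists called were 15 to 17, 5 to 8 and 16 to 19. The 8mer coefficient was -0.0493 to -0.0404 in DAOY, 0.0013 to 0.0154 in D425 and -0.0315 to -0.0243 in CHLA01, with an exact rank p = 0.0571 in DAOY without V/O library 2 or miR-211 library 1. Camera p of the 8mer genes was 0.0591 to 0.169, 0.699 to 0.927 and 0.0254 to 0.0849, above 0.05 in CHLA01 without V/O library 2 (0.0766) or 3 (0.0849) or miR-211 library 1 (0.0810).

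A block for replicate number gave 5063 and 4965 in DAOY, 3814 and 3536 in D425, 3283 and 3316 in CHLA01, 153 and 229 in all lines, 11185 in the interaction, 15, 7 and 18 lists, 8mer coefficients of -0.0439, 0.00567 and -0.0285 and camera p of 0.101, 0.990 and 0.0456. Correlations of residuals between equal numbers were -0.017 to 0.047, so the numbers do not pair samples.

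For named genes, 8598 of 9175 values had the direction and side of the threshold of the reported ones, 572 were weaker, 2 stronger and 3 reversed, all 3 being SLC27A2 in D425 with TPM (-0.0549, -0.0557 and -0.0549). For lists, 136 of 155 values kept both, and 226 of 240 when a library was left out. Depth limits low genes most: the floor of 3 counts in the smallest library is 0.311 CPM.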

Other observations

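The test of alternative contigs was chosen only after the result was seen.

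The V/O levels of marker genes are given scaled by TMM over all 18 libraries. OTX2 was at 5.53 CPM in DAOY, 2423 in D425 and 1259 in CHLA01, MYC at 39.9, 888 and 1088, and the photoreceptor gene CRX at 0.02, 33.0 and 241. COL1A1 was at 1081 CPM in DAOY and 0.06 and 0.27 in the others, and GJA1 at 184, 0.20 and 0.01. By the labels D425 is Group 3 and CHLA01 Group 4. The Group 3 marker AIPL1 was at 0.03, 596 and 417 CPM. Other members of the Group 3 list were high in D425 alone, such as IMPG2 (0.94, 1273 and 1.05), GNGT1 (0.03, 813 and 0.40) and NEUROD1 (0.34, 269 and 0.13). TULP1 (0.50, 15.5 and 173) was highest in CHLA01, as was CRX, so members of this list went both ways. The Group 4 markers LMX1A were at 0.08, 0.83 and 0.71, BARHL1 at 0.07, 0.08 and 0.07 and DLL3 at 4.96, 14.95 and 176. NLGN4X was the largest of the DAOY genes with counts in V/O and none in miR-211 cells. ABCB11 was at least 38.6-fold lower, against a floor of 3 counts over the group.

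In D425 neuronal differentiation genes were higher in 8 of 19 and lower in 4, and were not called as a list by camera (adjusted p = 0.372; fry, 0.0316). NEFL rose by 2.27 and STMN2 by 2.33 on the log2 scale, while NEUROG1 fell by 0.91 and RBFOX1 by 2.14. ID1 fell by 1.77 and the iron exporter SLC40A1 by 6.48, with the stem cell list (0.429; fry, 7.8e-05) and the ferroptosis list (0.906; fry, 0.399) not called by camera. In DAOY CCN2 fell by 2.44 and ADM by 3.16, while the epithelial-mesenchymal transition (0.0786; fry, 3.0e-05) and hypoxia (0.121; fry, 3.5e-05) lists were not called by camera. These genes were named for having the smallest p of their lists.

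The CHLA01 miR-211 libraries differed from the other 15 in genes that share sequence. NEDD8 and TAF9 had 0 counts in the other 15 libraries and in CHLA01 were at least 42.9-fold and 79.3-fold higher than in V/O against the floor of 3 counts over the group. The median size of change was 1.77 times as large (bootstrap SD 0.10) in genes sharing windows as in genes without in CHLA01, and 0.97 and 0.91 times in DAOY and D425. Genes covered by an alternative contig of the assembly had a median log2 fold change higher by 0.77 (SD 0.041) than others in CHLA01, and 94.7% of 151 were higher against 15.3%, with differences of 0.06 in DAOY and 0.02 in D425. These values are consistent with reads being counted by other settings or another reference in these 3 libraries. Of CHLA01 genes without shared windows or overlaps, 36.0% were also called. Shared windows had to match exactly and were sampled, and another reference could change genes without them too. The 36.0% therefore cannot decide whether counting is the whole cause. No biological explanation was tested, and which single genes are affected stays open.

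With 10 splits of 6 libraries no share under 0.05 can be had. The real split of DAOY called 5017 and 4926 genes against a highest other of 0, that of D425 3925 and 3652 against 1, and that of CHLA01 3341 and 3440 against 0, with 1 of 10 splits as large each. For lists, 2 of 10 splits in DAOY called as many as the real 15 (highest other 15), 1 of 10 in D425 (7, highest other 5) and 1 of 10 in CHLA01 (18, highest other 13). The 8mer coefficient was as large in 1 of 10 splits in DAOY (-0.044, highest other 0.0178), 5 in D425 (0.0059, highest other 0.00837) and 1 in CHLA01 (-0.029, highest other 0.0133). For genes changed the same way in all 3 lines, 1 of 100 combinations of splits, the real one, gave as many as 400 (highest other 0). As other splits called at most 1 gene in a line, their combinations could not share genes, and this test decides nothing. The 3 real splits turned against each other gave 520 with DAOY turned, 312 with D425 turned and 347 with CHLA01 turned.

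With the study's thresholds, the number of genes lower in CHLA01 was 1211 with edgeR and 920 with DESeq2. With DESeq2 it was 2235 in DAOY and 1798 in D425. In CHLA01 both values are higher than the one quoted from the study above, while in DAOY and D425 those of DESeq2 lie nearer to it than those of edgeR. The study counted transcripts, and genes were counted here. Its thresholds are stated with its table of target genes, and whether its counts used them is not known.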
